A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

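Array comparative genomic hybridization was performed on tail DNA of 8 mice of the C57BL/6J/Nrs strain, a non-irradiated sire, a non-irradiated dam and their 6 progeny. Each mouse was hybridized against DNA of the same male reference mouse on 2 arrays with the dyes swapped. The 16 arrays thus came from 8 animals, and the animal, not the array, was the replicate.

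Each array held 973116 spots, of which 966371 were probe spots for 950749 distinct probes. Of these probes, 950622 lay on the 19 autosomes, with a median distance of 2053 bp between neighbours, 68 on the X chromosome, 23 on the Y chromosome and 36 on unplaced sequence. Probe positions were given on the mouse build mm9, and no position was converted.

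Per the file headers, the authors extracted the images with Feature Extraction 10.7.1.1 (protocol CGH_107_Sep09), which subtracted the background with a spatial trend and scaled the 2 dyes by a linear factor. The deposited array files give the log10 ratio of the Cy5 over the Cy3 processed signal. The deposited files also hold the processed and the median signal intensity of each channel and flags for uneven or outlying spots and for spots well above background. The deposited series table holds a log2 ratio per spot. On all 16 arrays that ratio equalled the ratio of the reference over the animal within 5.93e-07, so its direction was opposite to the one used here. Its column medians lay between -0.01 and 0.02, it was not centred, and it lacked 1889 of the probe spots for a reason that is not stated.

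The log10 ratio was converted to log2 and turned so that a positive value meant more signal from the animal than from the reference. Flagged spots, 118 to 446 per array, were left out, spots of the same probe were averaged, and each array was centred on its autosomal median, with no loess or quantile step. Noise was estimated per array from the differences between neighbouring probes. For arrays, their number limits the precision.

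An autosomal probe was called positive in an animal when both arrays exceeded 0.8 in size with the same sign, or when it and a neighbouring probe exceeded 0.5 on both arrays with the same sign. These thresholds follow the methods of the study, in which a positive probe then went on to a second array and to quantitative PCR. Neither later step was part of these files, so all calls are candidates of a first screening. The requirement of the same sign was added here.

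A de novo candidate was a probe positive in a progeny and with that sign in neither parent. A candidate was apart from both parents when its log2 ratio also differed from each parent's by over 0.5. De novo segments were runs of windows of 4 probes in which the progeny minus the mean of the parents exceeded 0.4 in size, with the same sign, in both dye orientations. A region of 2 or more probes in only 1 parent was followed into the progeny, and the share of carriers was compared with an even split in an exact binomial test. As a comparison, the Cy5 array of each animal was paired with the Cy3 array of every other animal, which gave 56 pairings and 14 for each animal. Since the animals are relatives and can share changes, these pairings are no pure measure of chance.

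Progeny and parents were compared at the 949332 autosomal probes with a value on all 16 arrays, in limma 3.58.1 on the mean of the 2 arrays per animal, with Benjamini-Hochberg adjustment. The within-animal array correlation in the fit over all 16 arrays was 0.0068. The arrays were scanned on 4 days with 2 animals each. The parents shared a day that held no progeny, so a difference between the groups cannot be separated from one between days. The main fit had no term for the scan day. Only an alternative fit took it as a random block, with a within-day correlation of 0.0438.

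Apart from the exceptions below, the positive runs, de novo candidates and segments named in the text were chosen by a rule fixed before the data were examined. The rule takes the 25 regions with the most positive probes in any animal, every de novo candidate region of 2 or more probes, the 15 de novo segments with the most probes, and the 10 single-probe candidates apart from both parents with the largest log2 ratio in size, with ties broken by genome order. The fourth part of the rule named members of fixed gene lists. It could not be applied, since the annotation at hand is of another build and the array files name no genes. The lists of clustered gene families, of genes from the study's other families, of genes that differ between C57BL/6 substrains, of antigen receptor loci and of DNA repair genes were therefore not analysed.

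Choices made after seeing the data, and the regions and probes named from them, were the windows of 10 probes with a mean over 0.3 in size against the reference, the probes positive in exactly 4 animals, the slope on the X chromosome ratio, the mismatched pairs over all probes and over bright probes, and the removal of the dye effect per probe. The region called with the dye effect removed and the probe with the smallest limma p were also named after their values were seen. The slope was fitted in limma across the 949332 probes, with the median X probe ratio of each animal as the covariate, and compared with 99 random orders of that covariate over the animals.

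The calling rules were tested on simulated data with independent, normally distributed noise of the size estimated per array. In a progeny with the noise of progeny 4, which at 0.22 was the second lowest among the progeny, the rule for candidates apart from both parents found 63.5% of 200 single-probe losses of 1 log2, with 0 false calls over 200000 probes. The rule for candidate regions found 94% of 100 losses of 2 probes by 1 log2, and the rule for segments found all 100 losses of 8 probes by 0.6 log2 with 1 false segment. These shares hold for that noise only. On the real arrays of progeny 4, 41.2% of the X probes passed the single-probe threshold, and the number of false calls on real arrays is not known from this test. The limma comparison of progeny and parents found 72% of 200 probes changed by 1 log2, with 5 false calls over 20000 probes. Its simulated spread was assumed and not taken from the arrays. The adjustment there ran over 20000 probes and not over 949332, so 72% does not give the power of the real comparison.

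Alternatives fixed before the data were examined were stricter thresholds of 1.0 and 0.6, looser thresholds of 0.6 and 0.4, normexp background correction with an offset of 50, no centring, all spots kept, probes well above background on all 16 arrays, calls without the sign requirement or from 1 array, other windows, each parent left out, and other limma models. The normexp correction ran on median signals, since the files hold no mean signals. A correction for the GC content of the probes was not run because the files give no probe sequences. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3.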

Results

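Copy number was measured in 1 non-irradiated family of 8 mice, the control side of a study that asks whether paternal gamma irradiation raises the number of de novo copy number changes in the progeny. The sire, the dam and 6 progeny were each compared with the same male reference mouse on 2 dye-swapped arrays. Between 94.3% and 99.8% of the probe spots of an array were well above background in both channels. The noise of the log2 ratio ranged from 0.16 to 0.32 per array, with a median of 0.26. The 2 arrays of an animal, once turned the same way, correlated at -0.22 to -0.36 over the autosomal probes, so that part of the variation between probes changed sign with the dye.

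The X chromosome probes, which the design holds to tell the sex of the mice, showed how a change of known size appears on these arrays. The dam's median log2 ratio over the 68 X probes was 0.92 against the male reference, and the sire's was 0.03. Of the dam's X probes, 26, or 38.2% (exact 95% confidence interval 26.7% to 50.8%), passed the single-probe threshold in both arrays. None of the sire's X probes did. The median X ratio was 0.91 in progeny 4, 0.87 in progeny 5 and 0.85 in progeny 6, and it lay between 0.01 and 0.03 in progeny 1, 2 and 3. The median over the 23 Y probes was -1.33 in the dam, -1.48 in progeny 4, -1.80 in progeny 5 and -1.09 in progeny 6, and it lay between -0.03 and 0.12 in the sire and progeny 1, 2 and 3. The labels do not give the sex of the progeny, but in these ratios progeny 4, 5 and 6 matched the dam and progeny 1, 2 and 3 the sire.

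The first comparison asked which autosomal regions of the 8 mice differed from the reference. The longest losses present in every animal lay on chromosome 14. From 53414208 to 54058360, the mean log2 ratio over 67 probes was -0.47 ± 0.02 (SD, n = 8), and from 54073238 to 54398209 it was -0.35 ± 0.04 (SD, n = 8) over 43 probes. Another loss, on chromosome 10, from 33880607 to 33943850, had a mean of -0.38 ± 0.03 (SD, n = 8) over 28 probes. All 16 arrays showed each of these 3 losses, as the call required a window to pass on both arrays of an animal. They came from windows of 10 probes, which found 15 regions in any animal and 11 in 2 or more animals. Under a lower window mean of 0.25, with the dye effect removed or with normexp correction, the number of regions in all 8 animals was 2. Every window past 0.3 also passes 0.25, so under the lower mean no loss was dropped and the 2 on chromosome 14 were joined.

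Other regions differed among the animals. On chromosome 8, from 102132083 to 102244157, the log2 ratio was 0.30 in the dam, 0.30 in progeny 4, 0.30 in progeny 5 and 0.32 in progeny 6, and it lay between -0.04 and 0.02 in the sire and progeny 1, 2 and 3. All 39 probes of this region were higher on average in the first 4 animals. On chromosome 14, from 61794268 to 61817686, the same 4 animals had log2 ratios of -0.29 to -0.23, against -0.03 to 0.07 in the other 4, and 12 of 14 probes were lower. In the regions on chromosomes 3 from 132533838, 6 from 104219443, 7 from 141002051 and 16 from 40831508, the lower mean of these 4 animals rested on 1 probe each, and on chromosome 3 from 25395968 to 25471092 on 4 probes. Without those probes, the mean of the 4 animals lay between -0.02 and 0.01. On chromosome 12, from 114897853 to 114999623, the log2 ratio over 17 probes was -0.27 in the sire and -0.06 in the dam. In this region it was -0.33 in progeny 1, -0.25 in progeny 2, -0.23 in progeny 3 and -0.28 in progeny 6, but -0.01 in progeny 4 and 0.03 in progeny 5.

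**Figure D1:**
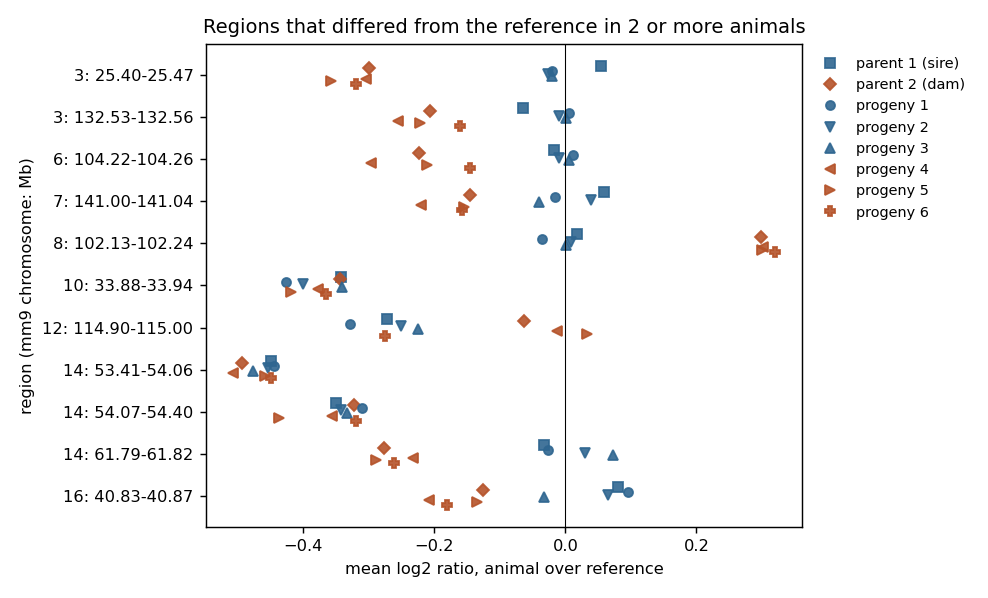
Mean log2 ratio of animal over reference (horizontal axis) in the 11 regions that differed from the reference in 2 or more animals (vertical axis, mm9 position in Mb), with 1 symbol per animal. The dam and progeny 4, 5 and 6, drawn in brown, lie beyond the sire and progeny 1, 2 and 3, drawn in blue, in 7 of the 11 regions.

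**Figure D2:**
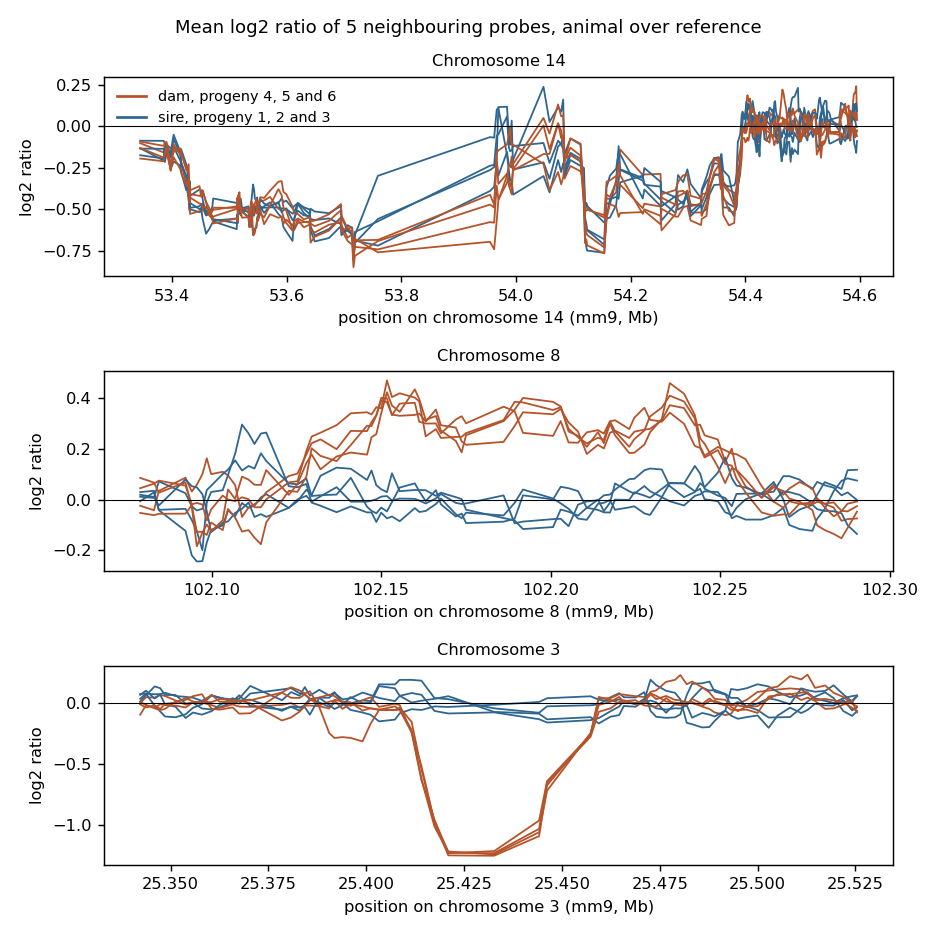
Mean log2 ratio of 5 neighbouring probes (vertical axis) along parts of chromosomes 14, 8 and 3 (horizontal axis, mm9 position in Mb), with 1 line per animal. All 8 animals show the losses on chromosome 14, whereas the dam and progeny 4, 5 and 6 depart from 0 on chromosomes 8 and 3 and the other 4 animals do not.

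Under the single-probe and adjacent-probe thresholds, the sire had 233 positive autosomal probes and the dam 114. Among the progeny, the number was 424 in progeny 1, 212 in progeny 2, 174 in progeny 3, 129 in progeny 4, 580 in progeny 5 and 91 in progeny 6. Losses made up 179 of the sire's positive probes and gains 409 of those of progeny 5. The median of the 8 animals was 193, and it was 37 over probes well above background on all 16 arrays. Mismatched pairs of arrays of different animals, which as relatives can still share changes, gave a median count of 207 for the sire, 91 for the dam, 229.5 for progeny 1, 165 for progeny 2, 168 for progeny 3, 106.5 for progeny 4, 222.5 for progeny 5 and 50 for progeny 6. An animal's own pair thus gave 1.04 to 2.61 times as many positive probes as its mismatched pairs, with the lowest ratio in progeny 3 and the highest in progeny 5. These ratios are to the median, and in all 8 animals the own count lay within the range of the 14 mismatched pairs, which reached 672 for progeny 5. Over probes well above background on all 16 arrays, the own pair exceeded the median of the mismatched pairs by 43 probes in the dam, 52.5 in progeny 4, 58 in progeny 5 and 51.5 in progeny 6, and by -4 to 2 in the other 4 animals.

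**Figure D3:**
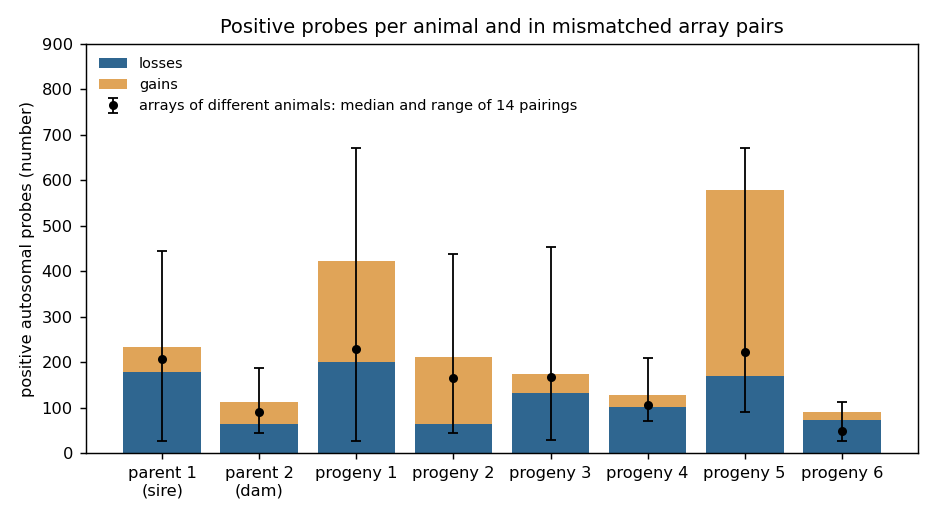
Positive autosomal probes per animal (vertical axis, number of probes), with bars split into losses and gains, and dots with whiskers for the median and range of the 14 mismatched pairings of each animal. Progeny 5, with 580, and progeny 1, with 424, have the most positive probes, and progeny 6, with 91, has the fewest.

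Animals with noisier arrays had more positive probes. Over the 8 animals, the mean noise of the 2 arrays and the number of positive probes had a Pearson r of 0.72 (two-sided exact permutation p = 0.0432, adjusted 0.0432 over 2 measures) and a Spearman rho of 0.88 (p = 0.00724, adjusted 0.0145). Without the dam and progeny 6, the 2 animals farthest from the median noise, r was 0.71 (n = 6, exact permutation p = 0.131), which is similar in size but no longer past 0.05 with 6 animals. Each scan day held 2 animals, and on all 4 days the noisier of them had more positive probes (two-sided exact sign test p = 0.125, the smallest that 4 pairs can give).

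Few positive probes were shared. Of 1715 probes positive in any animal, 92% were positive in 1 animal, 137 in 2 or more and 0 in all 8, so no region passed these thresholds in every animal. All 30 probes positive in exactly 4 animals were losses in the dam and progeny 4, 5 and 6, out of 70 possible sets of 4 animals. These probes lay on 13 chromosomes. Of the 30, 1 on chromosome 14 at 53716349 lay in the loss present in every animal and averaged -0.78 in the other 4 animals. Their median log2 ratio was -1.72 in the dam, -1.66 in progeny 4, -1.42 in progeny 5 and -1.68 in progeny 6, and it lay between -0.04 and 0.00 in the sire and progeny 1, 2 and 3.

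**Figure D4:**
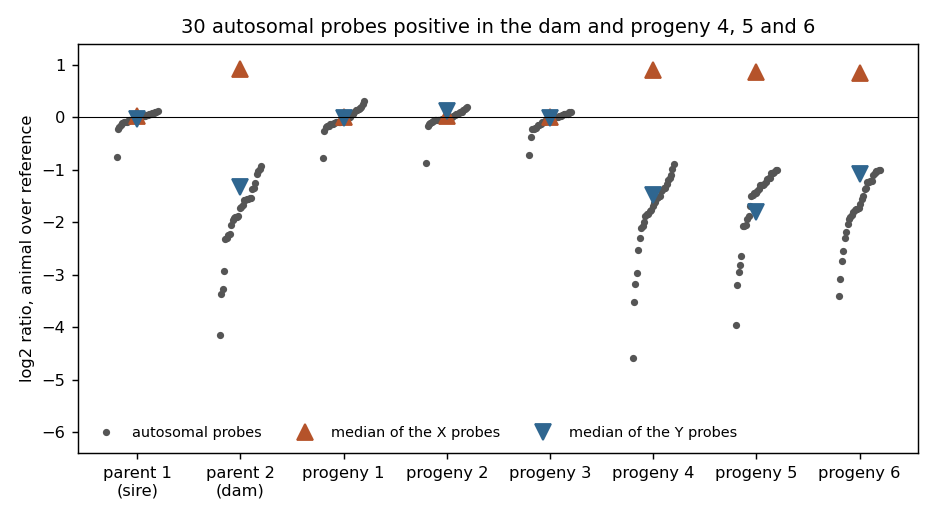
Log2 ratio of animal over reference (vertical axis) per animal for the 30 autosomal probes positive in exactly 4 animals (dots), with the medians of the X probes and of the Y probes (triangles). The 4 animals with low autosomal probes are those with an X median of 0.85 or more and a Y median of -1.09 or less.

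Runs of 2 or more positive probes numbered 57 over the 8 animals, of which 42 were losses, 43 held 2 probes and 27 lay on chromosome 14. The longest held 4 probes. One, on chromosome 3 from 25417435 to 25444229, was a loss of -1.57 in the dam, -1.52 in progeny 4, -1.53 in progeny 5 and -1.51 in progeny 6, with values between -0.04 and 0.03 in the other animals. In the chromosome 14 loss described above, 4-probe runs in progeny 4 lay from 53521964 to 53536539 (-0.65) and from 53599036 to 53619254 (-0.68), where the other animals had -0.63 to -0.51. On chromosome 14 from 54122647 to 54153854, a run of 3 probes was called in progeny 2 (-0.83), progeny 3 (-1.14) and progeny 4 (-0.97), and the other animals had -1.05 (progeny 5) to -0.60 (dam) there. On chromosome 10, progeny 6 had runs of 3 probes from 33898897 to 33903506 (-0.62) and from 33906133 to 33910271 (-0.57), within the loss present in every animal. Progeny 5 had a gain of 3 probes on chromosome 18 from 50084451 to 50089239 of 0.75, where the sire had 0.36.

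The second comparison asked whether changes in the parents reached the progeny. Only the chromosome 3 loss of the dam, from 25417435 to 25444229, qualified as a run of 2 or more probes in a single parent. It was present in progeny 4, 5 and 6, or 3 of 6 (50%, two-sided exact binomial p = 1). Its 4 probes are among the 30 probes positive in exactly the dam and progeny 4, 5 and 6, the animals with a high X and a low Y ratio, so this share is no separate measure of transmission. With looser thresholds, 15 parental regions were carried in 17 of 90 cases, or 18.9% (exact binomial p = 1.95e-09). The 90 cases come from the same 6 progeny and are not independent, so this p is too small. The regions were also chosen for an extreme value in a single parent, and a call made by noise would seldom be carried. A share under 50% is therefore no measure of transmission. With the dye effect removed the share was 38.9% of 18 cases (exact binomial p = 0.481). Among the single probes positive in the dam and apart from the sire, 29 of 96 were also positive in progeny 4, 5 and 6 together, and 43 were positive in no progeny. Of the 221 such probes of the sire, 210 were positive in no progeny.

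The third comparison asked which changes were present in a progeny and in neither parent. Candidate regions of 2 or more probes apart from both parents numbered 4, and all were gains of 2 probes. Progeny 1 had a gain of 0.58 on chromosome 12 from 39366813 to 39368243, where the sire had -0.15 and the dam -0.04. Progeny 5 had a gain of 0.75 on chromosome 6 from 146717177 to 146719198, of 0.78 on chromosome 16 from 63546541 to 63548841 and of 0.91 on chromosome 17 from 94835425 to 94837367. A candidate region was thus present in 2 of 6 progeny, or 33.3% (exact 95% confidence interval 4.33% to 77.7%), and a candidate loss in 0 of 6 (0% to 45.9%). With the dye effect removed per probe, 5 regions were called, all in progeny 5, and only the gains on chromosomes 16 and 17 were among them. They included a loss of -1.08 over 2 probes on chromosome 14 from 24468560 to 24469811, so that both shares were then 1 of 6, or 16.7% (0.421% to 64.1%). None of the 4 gains passed the stricter thresholds, the normexp correction or the restriction to probes well above background, under each of which 0 regions were called. Without the sire as a parent there were 10 candidate regions, and without the dam 11.

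Candidate probes, counted singly and with those of the regions above included, were far more frequent. The 6 progeny had 1423 candidates, of which 1178 were apart from both parents, 730 as gains and 448 as losses. Without progeny 5 there were 384 gains and 344 losses. By animal, these were 368 in progeny 1, 166 in progeny 2, 136 in progeny 3, 43 in progeny 4, 450 in progeny 5 and 15 in progeny 6. Of the 1178, 1144 (97.1%) lay at probes not well above background on all 16 arrays, which made up 10.1% of the autosomal probes. With normexp correction 7 candidates were apart from both parents.

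All 10 single-probe candidates with the largest log2 ratio in size lay at such dim probes. Progeny 5 had 6 of them, a loss of -2.01 on chromosome 9 at 90845628 and gains on chromosome 2 at 48211296 (1.99), chromosome 3 at 34514216 (1.90) and at 138886388 (1.88), chromosome 12 at 4146421 (1.87) and chromosome 5 at 113899607 (1.77). Progeny 1 had losses on chromosome 2 at 171653342 (-1.88) and chromosome 4 at 111559119 (-1.78). Progeny 3 had a loss on chromosome 13 at 91604347 (-1.86), and progeny 6 a gain on chromosome 1 at 88262055 (1.78). The 2 arrays of the largest candidate gave -3.06 and -0.96. With normexp correction that candidate was -1.53, and the other 9 were under 0.2 in size.

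De novo segments of 4 or more probes against the mean of the parents numbered 498, with 141 in progeny 1, 84 in progeny 2, 98 in progeny 3, 45 in progeny 4, 127 in progeny 5 and 3 in progeny 6. Segments of the same rule whose 2 dye orientations had opposite signs, which no copy number change gives, numbered 525. The 15 segments with the most probes had 7 probes each. They included the chromosome 3 region from 25414118 to 25457392, which was a gain of 0.47 in progeny 2 and a loss of -0.45 in progeny 6 because the mean of the parents lay between the sire's -0.02 and the dam's -0.91. Segments overlapping that region were called in all 6 progeny. Of the rest of these 15, those furthest from the mean of the parents were a loss of -0.49 in progeny 5 on chromosome 3 from 132463822 to 132475424, a gain of 0.47 in progeny 5 on chromosome 3 from 34506579 to 34521070, and a loss of -0.44 in progeny 4 on chromosome 2 from 71733339 to 71744849. With normexp correction these differences were -0.17, -0.01 and -0.02, and 20 segments were called in all. The gain on chromosome 3 spans the single-probe candidate at 34514216, and a gain of 0.29 in progeny 5 on chromosome 2 from 48202849 to 48219170 spans the one at 48211296. In progeny 5 these 2 segments averaged 0.38 and 0.23, whereas the single probes within them had 1.90 and 1.99. All windows of 4 probes that hold the same probe cover 7 probes together. The overlap is therefore no separate evidence from the neighbouring probes. With windows of 8 probes 6 segments were called, and with the added demand of a difference from each parent there were 0. Without the sire as a parent 975 segments were called, and without the dam 2226.

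The fourth comparison asked whether any autosomal probe differed between the 6 progeny and the 2 parents. In limma, 0 of 949332 probes passed an adjusted p of 0.05, and 30340 had an unadjusted p under 0.05. The smallest adjusted p was 0.292, at probe A_67_P01494728 on chromosome 7 at 34955731, where the progeny mean was 0.38 and the parent mean -1.17. No probe passed with the scan day as a random block. Without the sire, which left the dam as the single parent, 437 probes passed, 120 higher and 317 lower in the progeny, and without the dam 3 passed. In both cases the lone parent is assumed to vary like the progeny.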

Values the study reported

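In the non-irradiated control group the study found de novo deletions in 7.1% of F1 mice, 11 of 156, and in the irradiated group in 20.4%, 29 of 142. The study gave this as a 2.9-fold increase. Counting only deletions seen by more than a single probe, called Type-L, the shares were 5.1% (8 of 156) and 15.5% (22 of 142), a 3.0-fold increase. These shares count mice with changes that also passed a second array and quantitative PCR. They leave out duplications, which the study listed apart. The candidate regions of the main analysis here were all gains, so these deletion shares are no counterpart to them. The study's lists of de novo changes name no non-irradiated mouse with the family letter N, which the present sample titles carry. Whether both letters mean the same family is not stated.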

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

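All tests of explanations in this part were chosen after the results were seen. Of 39 results tested for a progeny far from the other 5, 7 met Dixon's criterion. Chance gives about 1 in 20, and 6 of the 7 had been picked as candidates because 1 progeny stood apart.

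In the second loss on chromosome 14, from 54073238, progeny 5 had a log2 ratio of -0.44 against -0.36 in the nearest progeny (gap over range 0.636). In the candidate region on chromosome 12 at 39366813, progeny 1 had 0.58 against 0.11 (0.645). Single-probe gains of progeny 5 stood apart on chromosome 2 at 48211296 (0.682), chromosome 3 at 34514216 (0.841), chromosome 12 at 4146421 (0.661) and chromosome 5 at 113899607 (0.781). The single-probe loss of progeny 3 on chromosome 13 at 91604347 stood apart by 0.669.

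The first pattern weighed is the 30 autosomal losses of the dam and progeny 4, 5 and 6, of which 29 averaged above -0.5 in the other animals and 1 on chromosome 14 belongs to the loss common to all 8. Separate autosomal changes passed on by the dam are argued against as the cause of the whole set by the size of the losses. A progeny with an unchanged copy from the sire would fall by about 1 log2 at most. The median over the 30 probes was -0.01 in the sire, but -1.66 in progeny 4, -1.42 in progeny 5 and -1.68 in progeny 6. Of the dam's 30 probes shared with exactly 3 progeny, 100% had the same 3 progeny, over 13 chromosomes, but this restates the pattern. The 5% for any 1 set under independent transmission is no test either, since 4 of the 30 are neighbours on chromosome 3. The scan day is argued against only by the grouping. The dam shared a day with the sire, and progeny 4 with progeny 3, yet the losses divided both pairs. The smaller of the 2 within-day differences, -1.64 (progeny 4 minus progeny 3), is no test of it. These probes were chosen as positive in the dam and progeny 4 and not in the sire and progeny 3. The same 4 animals had lower Y probe ratios than the other 4, by a gap of 1.05, so a candidate explanation is that these probes also bind copies on the Y chromosome of the male reference, which was not checked against probe sequences. In limma, 63 autosomal probes on 16 chromosomes had a slope on the X ratio past an adjusted p of 0.05, 53 falling and 10 rising; 1 of 100 orders, the real one, gave as many, with 61 in the highest other order, which kept these 4 animals together, and 0 in every order drawn that mixed them, but the slope was chosen after the 30 probes were seen and so restates their grouping.

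The second pattern is the de novo candidate probes, nearly all of them single probes. Copy number changes large enough to pass at bright probes are argued against for most of these probes. Only 8.83% of the candidates lay at probes well above background on all 14 arrays of the other animals. The other 91.2% lay at dimmer probes, so noise of dim probes may account for most of them. In progeny 5 the own pair exceeded the median mismatched pair by 357.5 probes, but by 58 over bright probes, so most of that excess also lay at dim probes, and its cause was not tested. The excess over bright probes was not particular to progeny 5, with 43 in the dam, 52.5 in progeny 4 and 51.5 in progeny 6. Over bright probes, 29 were positive in exactly the dam and progeny 4, 5 and 6. Of the dam's 33 X probes well above background on all 16 arrays, 33.3% passed the threshold, close to the 38.2% of all 68, so the rule can see a change of known size at bright probes.

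The third pattern is the losses on chromosomes 10 and 14 in all 8 animals. All 16 arrays, 8 of each orientation, showed a loss in each of the 3 regions. The window call required a loss on both arrays of an animal, so this count restates it and is no test of a dye effect. Additional copies in the single reference mouse cannot be told apart from a loss that the whole family carries alike, because every animal was measured against that mouse. The largest SD over the 8 animals was 0.0400, and a like value in every animal is what either of these would give. It is not what a loss that differs among the progeny would give. No biological explanation was tested.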

How the results depend on the processing

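The removal of the dye effect, the use of the series table, segments apart from each parent, the mismatched pairs at bright probes, and all settings for the windows of 10 probes, the 30 probes and the X slope were chosen after seeing the data. Of 92 main values under another setting, 51 stayed within 1.5 times the value or on their side of the threshold. Without centring, with all spots kept, with the series table or with the dye effect removed, the numbers of positive probes, de novo candidates and candidate regions stayed within that range. The candidate regions with the dye effect removed were in part others. Regions shared by all 8 animals, 0 in the main analysis, numbered 1 without centring and 2 with the dye effect removed. The segments and the limma comparison were not run without centring, with the series table or with the dye effect removed.

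With stricter thresholds, the median of positive probes was 63, de novo candidates 414, candidates apart from both parents 368, candidate regions 0 and the probes of the dam and progeny 4, 5 and 6 numbered 19. With looser thresholds these were 851, 5581, 3970 and 23, the regions shared by all animals 3, and the parental share 18.9%. With normexp they were 23, 86, 7 and 0, with 20 segments, a dam's X ratio of 0.76 and 110 probes with an X slope. With probes well above background on all 16 arrays they were 37, 94, 30 and 0. Without the sign requirement there were 1592 positive probes, 8188 candidates and 1 region shared by all animals. From the Cy5 array alone there were 12433.5 positive probes and from the Cy3 array alone 15689.5. Segments numbered 3949 over 0.3, 69 over 0.5, 6 with 8 probes, 92 apart from each parent and 0 with both. With window means over 0.4, 6 regions against the reference lay in 2 or more animals.

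Leaving out a parent gave 10 (no sire) to 11 (no dam) candidate regions, 975 (no sire) to 2226 (no dam) segments and, in limma, 3 (no dam) to 437 (no sire) probes between progeny and parents, where the other alternatives gave 0. A single parent excludes fewer candidate regions by construction. For all other changes the cause was not tested. Of 123 values of named regions under another setting, 24 moved by more than the spread between animals and 6 changed sign, all with normexp. The 6 are segment means near 0 under normexp, in progeny 2 on chromosomes 1 at 64324259 (-0.0498), 3 at 25414118 (0.0294, from -0.000269, so already near 0) and 4 at 56967277 (-0.0253), in progeny 1 on chromosome 1 at 66752911 (0.0029), in progeny 3 on chromosome 2 at 30138992 (-0.0020) and in progeny 5 on chromosome 2 at 48202849 (-0.0417). Most candidates apart from both parents, 1144 of 1178, lay at probes not well above background on all arrays. The correction for probe GC content and the gene list comparisons were not run. No paired analysis was run, because the replicate numbers of the 2 groups do not pair a progeny with a parent. The 6 progeny descend from both parents, so the animals compared in limma are relatives.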

Other observations

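The tests in this part were chosen after the results were seen. The region on chromosome 8 from 102132083 to 102244157 rose in the animals with a high X ratio, the opposite of the 30 losses. The mean log2 ratio over 39 probes was 0.30 in the dam and progeny 4, 5 and 6 and 0.00 in the other 4 animals, and no probe was lower in the first 4. Of the autosomal probes with a slope on the X ratio, the 10 rising ones had a median slope of 0.85 and the 53 falling ones of -1.46. None of these probes lay on chromosome 8, so the slopes do not bear on that region.

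The region on chromosome 12 from 114897853 to 114999623 did not follow the X ratio. Its log2 ratio was -0.33 to -0.23 in the sire and progeny 1, 2, 3 and 6, and -0.06 to 0.03 in the dam and progeny 4 and 5. Whether it was passed on by the sire was not tested, since it is a single region that was chosen after its values were seen.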
